A study of Homo sapiens with 9 samples. Its data were reported in "MYC-Associated Factor MAX is a Regulator of the Circadian Clock" (2020).

How the data were processed

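Poly(A) RNA from MDA-MB-231 cells, an established human triple-negative breast cancer line, was sequenced by the authors 48 h after transfection with small interfering RNA (siRNA). The targeting siRNAs were used at 30 nM, and the concentration of the control siRNA is not stated. The samples form 3 groups of 3 libraries each, named CTRL (non-targeting siRNA), siMAX (siRNA against MAX) and siBMAL1 (siRNA against ARNTL, the gene that encodes BMAL1), and the group and the replicate number of each of the 9 libraries were taken from the sample titles. A characteristic of the siMAX-titled samples names MYC as the target, so the levels of MAX and MYC were examined before any comparison. The labels do not state whether replicates came from separate cultures, and the p values therefore measure the spread between these libraries, which may in part be technical.

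Per the methods and labels, the authors aligned short paired-end reads to hg19 with TopHat2 2.0.8 and its unstranded option, used SAMtools in a step that is not specified, and counted reads per gene with featureCounts 1.4.5-p1 on an annotation that is not named. The authors deposited 1 table with a row per gene symbol and RPKM values (reads scaled by the length of the gene and the read total of the library) for each of the 9 libraries, while the gene lengths and read totals behind the RPKM values are not stated. The deposited table also holds the log2 fold change and the Benjamini-Hochberg adjusted p-value of each knockdown against CTRL, which the authors computed with DESeq2 in Galaxy, and it is not stated whether those log2 values were shrunken. These columns were read only for comparison with the values computed here. Of 23399 rows, 4 carry 2 date-like names that spreadsheet software makes from gene symbols, and the remaining 23395 genes were kept, with 3975 of them at 0 in every library.

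The plan made before the data were examined gave first place to a test on read counts and named limma on log2 values, with a low-value filter, for the case of normalised values. Since the values were RPKM, the second route was taken. Genes with at least 0.3 RPKM in at least 3 libraries were tested (13597 genes), and these filter values were set after the table had been opened. The log2 of RPKM + 1 was fitted in limma 3.58.1 (R 4.3.3) with a term for group over all 9 libraries, moderated with a trend and the robust option, and genes with a Benjamini-Hochberg adjusted p under 0.05 were called. The comparisons were siMAX vs CTRL, siBMAL1 vs CTRL and siBMAL1 vs siMAX. Because 1 RPKM is added before the log, a log2 fold change given here understates the change of a weakly expressed gene, and the ratio of mean RPKM is therefore given as the fold beside it. Errors of log2 fold changes are standard errors from the fit, and errors of RPKM are standard deviations over 3 libraries.

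Depth was worked out from the RPKM values themselves. Within a gene, the ratios between libraries are ratios of whole read numbers divided by relative depth, and a search for the depths and read numbers that fit found whole numbers, within 0.03 reads, for all 19420 genes above 0. The search was tested on simulated data, where it returned the exact reads for 97.1% of 2920 genes and for 99.5% of those with at least 100 reads. Recovered reads ranged from 6127064 to 9351119 per library. Reads are not independent molecules without molecular identifiers, so read numbers bear on counting error only. Among genes above 0 in some library, the largest share with identical values in any pair of libraries was 9.17%, and all 9 libraries were kept as separate samples. Residuals of libraries with the same replicate number correlated highest in 1 of 6 pairs with CTRL and in all 3 pairs of siMAX and siBMAL1 (correlations of 0.15, 0.07 and 0.20). As the numbers did not link the knockdowns to CTRL, replicates were not paired, and the replicate number was a term in an alternative.

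The limma fit was tested on simulated reads for the 13597 genes, with 50 genes changed by each of 4 known folds, drawn among genes with at least 20 reads. For siMAX vs CTRL it called 8%, 60%, 84% and 100% of genes changed 1.2, 1.5, 2 and 3 times, and unchanged genes made up 6.67% of its calls. For siBMAL1 vs CTRL the corresponding values were 2%, 70%, 86% and 96%, and unchanged genes made up 8.63% of its calls, so that the share of false calls in both lay above the nominal 5%.

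Gene lists were fixed before the data were examined. They cover clock activators, clock repressors, clock kinases and ubiquitin ligases, clock output genes, the clock targets and the MYC targets that the study measured by qPCR, MYC-activated nucleolar and growth genes, the MAX network, germline genes repressed by MGA and PRC1.6, DNA replication, mitosis, p53 targets, focal adhesion, glycosaminoglycan degradation, lysosome and autophagy, interferon-stimulated genes, inflammatory cytokines, ATF4 and unfolded protein response, cholesterol synthesis, glycolysis and hypoxia, oxidative phosphorylation, cytosolic ribosomal proteins, mesenchymal and invasion genes, immediate early genes, replication-dependent histones, mitochondrial transcripts, microRNA machinery, and markers of basal and luminal epithelium, hepatocytes, melanocytes, leukocytes and fibroblasts. The qPCR lists, focal adhesion and glycosaminoglycan degradation were taken from the study and are not independent evidence. The lists of clock repressors and of clock output genes share members with the qPCR clock targets and are not independent of them. Members absent under their own symbol were matched through RefSeq synonyms (8 members, GM129 as CIART among them). None of the 13 mitochondrial transcripts is in the table and fewer than 3 hepatocyte markers passed the filter, so these lists gave no test and 31 lists were tested. Lists were tested with camera at a preset correlation of 0.01 and adjusted over lists, and again with an estimated correlation and with fry. For every list the members past the threshold were counted with p adjusted over all genes and adjusted over the list alone.

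Genes were named by a rule fixed beforehand. It takes MAX, ARNTL, MYC, BHLHE41 and the genes of both qPCR lists, and the 8 genes per direction (5 for siBMAL1 vs siMAX) with the largest log2 fold change among called genes with a mean of at least 5 CPM (recovered reads scaled to library size) and no overlap between groups. It also takes up to 4 members with the smallest adjusted p in each list described, and for genes called in both knockdowns the 5 per direction, and the 5 in opposite directions, with the largest smaller change. Not all of them are described. Coordinates are from the GENCODE annotation lifted to GRCh37 (hg19), in which 22340 of the 23395 genes (95.5%) were found by symbol or synonym. As reads were not stranded, exons that overlap a gene on either strand were listed.

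Genes called in both knockdowns were set against the overlap expected for independent lists, and the correlation of fold changes was set against 20 simulations of unchanged groups that share the CTRL libraries. Each analysis was repeated without the filter, with 0.1 in place of 1 as the pseudocount, on the 6 libraries compared, with the replicate number as a term, at stricter thresholds, and without each library in turn. After seeing the data, cyclic loess, median-ratio scaling, log2 relative depth as a term and voom on the recovered reads were added. Calls were also counted for other splits of the libraries. The 3' untranslated regions (UTRs) of 11948 tested genes (87.9%) were searched for every word of 7 bases present in at least 100 of them, with the log2 fold changes adjusted for UTR length, base content and expression level, and the search found 10 of 10 words planted in simulated data. Other software was Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.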

Results

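The levels of 23395 genes were measured in 9 libraries of MDA-MB-231 cells, 3 transfected with a control siRNA (CTRL), 3 with an siRNA against MAX (siMAX) and 3 with an siRNA against BMAL1 (siBMAL1). Recovered reads numbered 6127064, 7930811 and 7228081 in CTRL replicates 1, 2 and 3, 8437163, 9253582 and 8382106 in siMAX, and 9351119, 7316419 and 6597352 in siBMAL1. Depth thus differed between groups, with a mean relative depth of 1.2 ± 0.18 (SD, n = 3) in CTRL, 1.46 ± 0.10 in siMAX and 1.31 ± 0.21 in siBMAL1. Within groups the RPKM of a gene moved with depth, and the median slope of log2 RPKM on log2 depth went from 0.48 for genes of up to 1 RPKM to −0.77 for genes of 50 to 100 RPKM. A gene is therefore described below with its result in a fit that includes depth wherever that fit ended its call. The abundant gene ACTB had 2592 to 2821 recovered reads over the 9 libraries, while relative depth ran from 1.0 to 1.576. The highest RPKM of any gene was between 66.3 and 96.1 in every library. Folds of abundant genes may therefore be understated as well, and their small changes are read with that limit. Unless stated otherwise, values are mean RPKM ± SD with n = 3 per group, folds are ratios of these means, and adjusted p values are from limma.

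**Figure D1:**
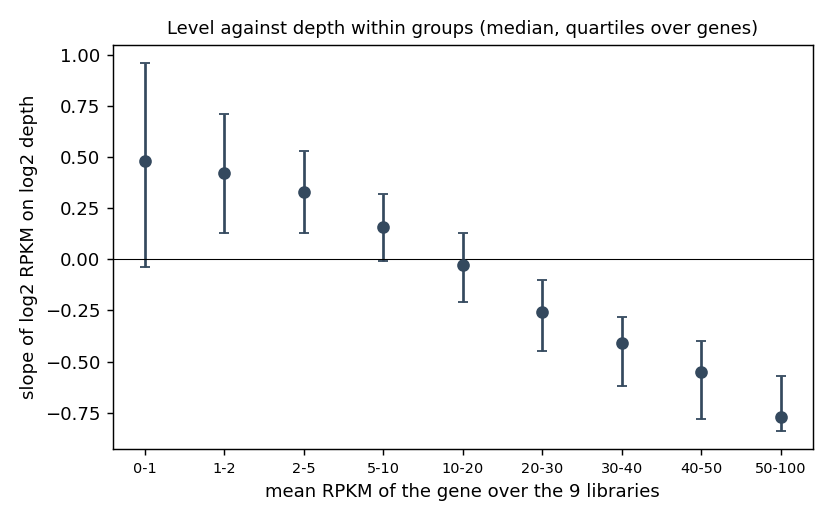
Slope of log2 RPKM on log2 relative depth within groups (y axis) for genes binned by their mean RPKM over the 9 libraries (x axis). Points are medians over genes and bars are quartiles; the median goes from 0.48 in the lowest bin to −0.77 in the highest.

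The targeted genes were examined first. MAX, the dimerization partner of MYC (chromosome 14, 65472892 to 65569413 of GRCh37, minus strand), stood at 11.3, 11.6 and 11.2 RPKM in the CTRL libraries, at 4.40, 3.94 and 3.79 RPKM in siMAX and at 10.2, 10.3 and 10.3 RPKM in siBMAL1. It fell to 0.356 of its control level in siMAX (log2 fold change −1.30 ± 0.07, adjusted p = 4.3e-07), while in siBMAL1 the log2 fold change was −0.13 ± 0.07 (adjusted p = 0.17). ARNTL, which encodes the clock activator BMAL1 (chromosome 11, 13298199 to 13408813, plus strand), stood at 4.47, 4.54 and 3.81 RPKM in CTRL, 2.99, 2.88 and 3.28 RPKM in siMAX, and 2.35, 2.12 and 2.05 RPKM in siBMAL1. It fell to 0.508 of control in siBMAL1 (log2 fold change −0.73 ± 0.09, adjusted p = 0.00047) and to 0.714 of control in siMAX (−0.38 ± 0.09, adjusted p = 0.0065). MYC stood at 27.5, 26.7 and 24.2 RPKM in CTRL, 30.5, 30.6 and 31.4 RPKM in siMAX, and 30.1, 34.3 and 35.0 RPKM in siBMAL1. It was higher than in CTRL in siMAX (0.23 ± 0.08, adjusted p = 0.042) and in siBMAL1 (0.33 ± 0.08, adjusted p = 0.011). The siMAX call of MYC is marginal, as the adjusted p ranged from 0.0029 to 0.14 over the alternatives. It exceeded 0.05 without CTRL replicate 2 or 3, any siMAX replicate or siBMAL1 replicate 2. The same held with the replicate number as a term (0.057), without the filter (0.058), on the 6 libraries compared (0.057) and with median-ratio scaling (0.083). The siBMAL1 call of MYC was lost without siBMAL1 replicate 3 (adjusted p = 0.051). The siMAX-titled libraries, which a characteristic describes with MYC, thus had a low level of MAX and no lower level of MYC. Exons of FNTB and CHURC1-FNTB on the other strand overlap those of MAX, and as reads were not stranded they can add to its value.

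**Figure D2:**
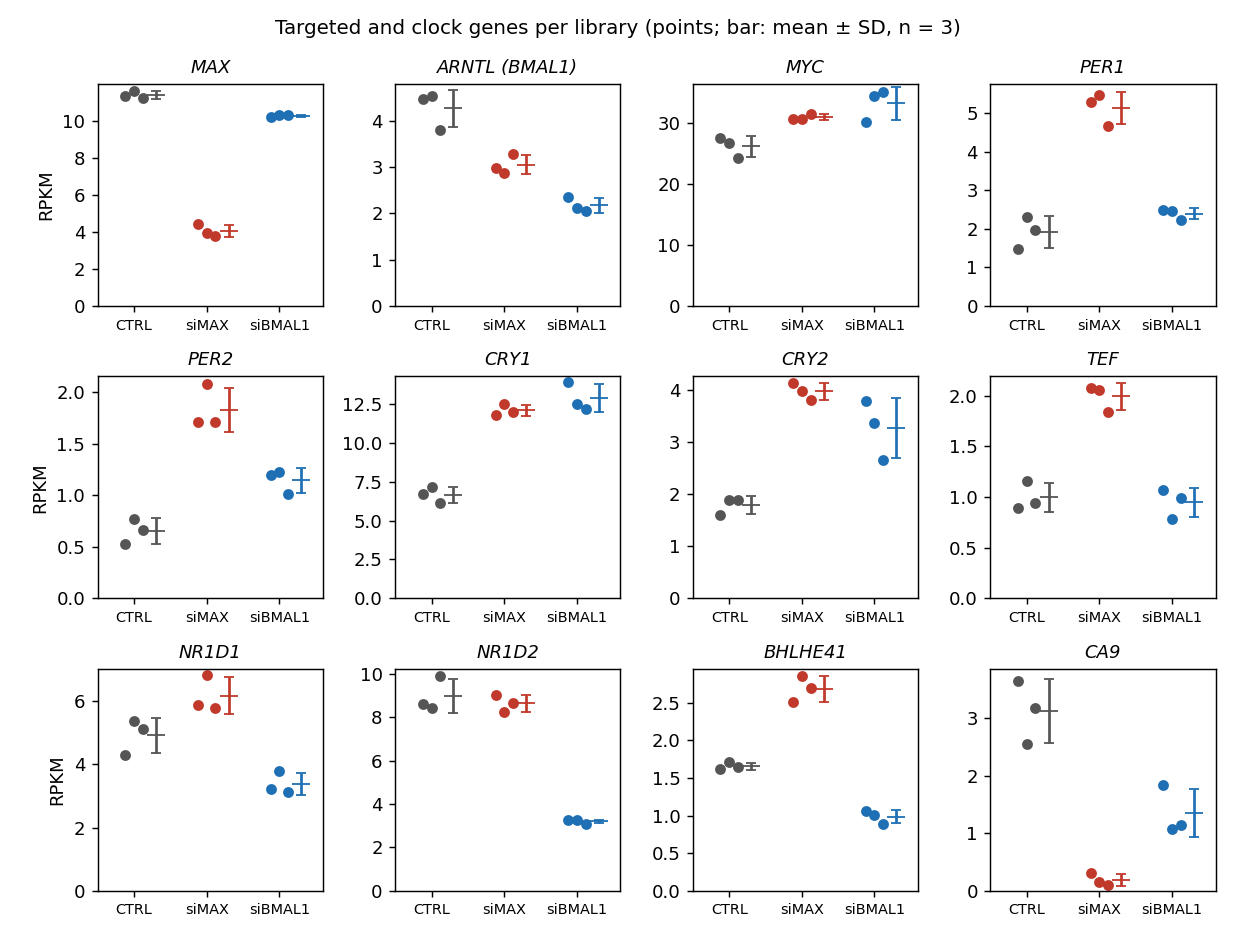
RPKM (y axis) of the targeted genes, clock genes and CA9 in CTRL, siMAX and siBMAL1, with a point per library and a bar for mean ± SD (n = 3). MAX is at 3.79 to 4.40 RPKM in siMAX against 11.2 to 11.6 in CTRL, and ARNTL is at 2.05 to 2.35 RPKM in siBMAL1 against 3.81 to 4.54 in CTRL.

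The comparison of siMAX with CTRL asks which transcripts depend on MAX, and in particular whether clock genes do. PER1, PER2, CRY1 and CRY2, which encode repressors of CLOCK and BMAL1, were higher in siMAX. PER1 rose 2.68-fold, from 1.92 ± 0.423 to 5.15 ± 0.418 RPKM (log2 fold change 1.08 ± 0.11, adjusted p = 3.8e-05), and PER2 rose 2.80-fold, from 0.656 ± 0.126 to 1.83 ± 0.213 RPKM (0.78 ± 0.09, adjusted p = 0.00011). CRY1 rose 1.82-fold, from 6.66 ± 0.503 to 12.1 ± 0.353 RPKM (0.78 ± 0.07, adjusted p = 2.8e-05), and CRY2 rose 2.22-fold, from 1.79 ± 0.17 to 3.97 ± 0.167 RPKM (0.84 ± 0.10, adjusted p = 0.00016). The PAR bZIP factor TEF, a clock output gene, doubled from 0.996 ± 0.14 to 1.99 ± 0.133 RPKM (0.59 ± 0.09, adjusted p = 0.0005), and BHLHE41, a transcriptional repressor of the clock, rose 1.62-fold from 1.65 ± 0.0492 to 2.69 ± 0.172 RPKM (0.47 ± 0.08, adjusted p = 0.001). NR1D1 (REV-ERB alpha) passed the test at 1.25-fold (0.28 ± 0.10, adjusted p = 0.045), but its adjusted p ranged up to 0.32 over the alternatives, and the call was lost with depth as a term and without CTRL replicate 1 or 3 or any siMAX replicate. NR1D2 (REV-ERB beta) was at 8.97 ± 0.799 RPKM in CTRL and 8.64 ± 0.39 RPKM in siMAX (−0.05 ± 0.08, adjusted p = 0.69). PER1 lies on chromosome 17 (8043790 to 8059824, minus strand), PER2 on chromosome 2 (239152685 to 239198743, minus), CRY1 on chromosome 12 (107385142 to 107487327, minus) and CRY2 on chromosome 11 (45868669 to 45904799, plus), and an unnamed gene on the same strand shares exons with PER1.

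Of 10 clock repressors tested, 6 rose, 1 fell and 3 did not pass (6 rose and 2 fell with p adjusted over the list alone), with a median log2 fold change of 0.37 (camera adjusted p = 0.015, adjusted p = 0.77 with an estimated correlation). The 6 that rose were PER1, PER2, CRY1, CRY2, NR1D1 and BHLHE41, all measured by qPCR or named by the study. The direction of the repressor list is therefore not independent evidence. Of 7 qPCR clock targets 6 rose and none fell in both countings (median 0.78, adjusted p = 0.00014, adjusted p = 0.63 with an estimated correlation). Since this list was chosen by the study on cells of the same kind, its direction is not independent evidence. Of 8 clock output genes 4 rose and none fell (the same with p adjusted over the list alone; median 0.11, adjusted p = 0.31), and of 5 clock activators 1 fell, in both countings (median −0.13, adjusted p = 0.38). These lists did not pass in camera but passed by direction with fry (fry adjusted p = 0.028 and 0.013). Among 23 clock kinases and ubiquitin ligases 5 fell and 1 rose, in both countings (median −0.11, adjusted p = 0.038, adjusted p = 0.81 with an estimated correlation). The members that fell included the phosphatase subunit PPP1CB (0.752 of control) and the transcription factor CREB1 (0.796 of control), whereas PRKAB1, a subunit of AMP-activated kinase, rose 1.63-fold. The call of this list was lost with depth as a term (median −0.06, adjusted p = 0.2), with cyclic loess (adjusted p = 0.073), without CTRL replicate 1 (adjusted p = 0.074) and without siMAX replicate 2 (adjusted p = 0.079).

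Many genes of glycolysis and the hypoxia response fell in siMAX. Of 37 members 22 fell and none rose (23 fell and 1 rose with p adjusted over the list alone), with a median log2 fold change of −0.35 (adjusted p = 4.9e-11, adjusted p = 0.63 with an estimated correlation) and of −0.23 with depth as a term (adjusted p = 1.6e-07). CA9, a carbonic anhydrase induced by the hypoxia factor HIF1 (chromosome 9, 35673925 to 35681156, plus strand), had the largest fall of all named genes, from 3.12 ± 0.552 to 0.189 ± 0.11 RPKM, or from a mean of 77 reads to 6 (log2 fold change −1.79 ± 0.13, adjusted p = 1e-05). The aldolase gene ALDOC fell from 39.0 ± 1.97 to 21.6 ± 1.1 RPKM (−0.82 ± 0.08, adjusted p = 2.8e-05), HK2, which encodes the hexokinase that starts glycolysis, from 14.3 ± 1.31 to 7.88 ± 0.53 RPKM (−0.78 ± 0.07, adjusted p = 3.3e-05), and BNIP3L, a mitophagy receptor, from 22.3 ± 1.15 to 14.4 ± 0.886 RPKM (−0.60 ± 0.07, adjusted p = 0.0001). Of 34 mitosis genes 15 fell and none rose (19 fell with p adjusted over the list alone), with a median of −0.23 (adjusted p = 1.5e-05, adjusted p = 0.81 with an estimated correlation). They included the mitotic kinase AURKA, which fell to 0.633 of control (−0.62 ± 0.07, adjusted p = 8.1e-05), the spindle gene HMMR (0.571 of control), the kinetochore gene NUF2 (0.693) and the spindle motor KIF11 (0.714).

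Some lysosomal genes rose in siMAX. Of 17 genes of glycosaminoglycan degradation 8 rose and none fell (8 rose and 1 fell with p adjusted over the list alone), with a median of 0.15 (adjusted p = 0.0055, adjusted p = 0.77 with an estimated correlation). This pathway was named by the study from these libraries, so its direction is not independent evidence. The hydrolase genes IDUA, NAGLU, GALNS and HYAL2 rose 2.46-, 1.98-, 1.78- and 1.46-fold. Of 38 further lysosome and autophagy genes 14 rose and 1 fell, in both countings, with a median of 0.07 (adjusted p = 0.038, adjusted p = 0.81 with an estimated correlation). The lysosomal chloride transporter CLCN7 rose 1.77-fold and the acid glucosidase GAA 1.29-fold, and the call of this list was lost without CTRL replicate 2 (adjusted p = 0.089) or 3 (0.083) and without siMAX replicate 1 (0.1) or 3 (0.056).

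By log2 fold change on the RPKM + 1 scale, which ranks weakly expressed genes lower than their folds would, the largest changes selected by the naming rule in siMAX lay mostly outside these lists. Upward they were PLLP (3.14-fold), a membrane protein of myelin, CABLES1 (4.09-fold), an adaptor of cyclin-dependent kinases, the adhesion molecule ICAM5 (2.91-fold), the efflux transporter ABCC3 (2.59-fold, from 6.42 ± 0.327 to 16.6 ± 0.607 RPKM, chromosome 17, 48712138 to 48769614), ASS1 (2.82-fold), which makes argininosuccinate, SLC22A18 (2.92-fold), WTIP (3.46-fold) and DGAT2 (3.27-fold), an enzyme of triglyceride synthesis. Downward, apart from CA9 and MAX, they were RAB3B, a GTPase of secretory vesicles (from 4.34 ± 0.0637 to 0.931 ± 0.132 RPKM, log2 fold change −1.47 ± 0.09), the secreted protein PAEP (0.245 of control), the small nucleolar RNA SNORD17 (0.401 of control), POLR3G (0.399 of control), a subunit of RNA polymerase III, the tensin TNS4 (0.381 of control) and the tetraspanin CD82 (0.422 of control). Adjusted p for these 14 genes ranged from 1.9e-06 to 0.0013.

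Among the qPCR MYC targets, another list chosen by the study, the phosphatase gene CDC25C and the nucleolin gene NCL were lower. CDC25C fell to 0.690 of control (−0.42 ± 0.10, adjusted p = 0.0087) and NCL to 0.757 of control (−0.39 ± 0.13, adjusted p = 0.038). CDK4 (0.22 ± 0.08, adjusted p = 0.068), RFC4 (−0.26 ± 0.10, adjusted p = 0.064) and MCM2 (0.08 ± 0.07, adjusted p = 0.4) did not pass. When depth was a term, neither CDC25C (adjusted p = 0.057) nor NCL (adjusted p = 0.3) passed, and the p of both ranged up to these values. NCL also fell short without CTRL replicate 1 (0.098), siMAX replicate 2 (0.15) or 3 (0.069) or siBMAL1 replicate 2 (0.052). It fell short as well with the replicate number as a term (0.052), without the filter (0.075) and on the 6 libraries compared (0.056). RFC4 passed with the replicate number as a term (0.036), cyclic loess (0.03), median-ratio scaling (0.042), voom (0.035), and without CTRL replicate 2 (0.038) or siMAX replicate 1 (0.05), with a highest value of 0.37. CDK4 passed with the replicate number as a term (0.021), cyclic loess (0.0085), voom (0.025) and without CTRL replicate 1 (0.019), with a highest value of 0.22. Over these 5 genes 2 fell, or 3 fell and 1 rose with p adjusted over the list alone (median −0.26, adjusted p = 0.47), which is not independent evidence. Of 55 MYC-activated nucleolar and growth genes 8 rose and 8 fell (8 and 9 with p adjusted over the list alone), with a median of 0.04, a mean of 0.01 and a camera direction downward (adjusted p = 0.99). Of 11 genes of the MAX network 4 rose and 2 fell (5 and 2 with p adjusted over the list alone; median 0.11, adjusted p = 0.47).

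In siMAX 4 more lists were lower, by small amounts, and none of these passed with depth as a term. Relative depth did not overlap between siMAX (1.383 to 1.576) and CTRL (1.0 to 1.338), so that term can also take up an effect of the knockdown. Of 53 cytosolic ribosomal protein genes 2 passed as lower, RPS3 and RPS7, and none did with p adjusted over the list alone, with a median of −0.20 (adjusted p = 0.00015, adjusted p = 0.81 with an estimated correlation). With depth as a term the median was 0.06 (adjusted p = 0.21), without CTRL replicate 1 the list no longer passed (adjusted p = 0.2), and that library was the shallowest and had the highest mean log2 level of these genes, 5.11 against 4.65 in both other CTRL libraries. RPS3 and RPS7 were lost with depth as a term (adjusted p = 0.42 and 0.52), without CTRL replicate 1 (0.096 and 0.18) and without any siMAX replicate, RPS3 also without CTRL replicate 3 (0.054) and RPS7 also without siBMAL1 replicate 1 (0.052) or 2 (0.06). Neither passed without the filter (0.073 and 0.09) or on the 6 libraries compared (0.061 for each). Of 43 oxidative phosphorylation genes 3 fell and 1 rose (1 fell and none rose with p adjusted over the list alone; median −0.12, adjusted p = 0.01, adjusted p = 0.81 with an estimated correlation), and the call was lost with depth as a term (median −0.01, adjusted p = 0.91), without CTRL replicate 1 (0.38) and without siMAX replicate 2 (0.21). Of 24 cholesterol synthesis genes 7 fell and none rose (8 with p adjusted over the list alone; median −0.18, adjusted p = 0.0055, adjusted p = 0.81 with an estimated correlation), among them IDI1 (0.778 of control). Of 30 genes of the ATF4 and unfolded protein response 3 fell and 3 rose (2 and 2 with p adjusted over the list alone; median −0.15, adjusted p = 0.038, adjusted p = 0.81 with an estimated correlation), with the lipoprotein receptor gene VLDLR at 0.609 of control and the chaperone gene DNAJB9 at 1.26-fold. In the fit with depth the cholesterol list had a median of −0.05 and the ATF4 list of −0.04 (adjusted p = 0.45 for each) and DNAJB9 did not pass (adjusted p = 0.066), with cyclic loess neither list passed (adjusted p = 0.064 and 0.083), without CTRL replicate 1 their adjusted p was 0.074 and 0.29, and the ATF4 list also fell short without siMAX replicate 1 (0.07) or 2 (0.072).

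Over all genes, 3799 of 13597 were called in siMAX, 2244 higher and 1555 lower, and 471 at an adjusted p under 0.001. The groups did not overlap for 44.6% of all genes, where chance gives 10%. The share of higher genes was 59.1%, went from 51.5% with cyclic loess to 66.8% without siMAX replicate 3, and was 74.3% under 0.001 and 76.4% with an absolute log2 fold change over 0.5. The count was 1643 with depth as a term, 2246 without siMAX replicate 2 and 2471 without siMAX replicate 3.

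The comparison of siBMAL1 with CTRL asks which transcripts depend on BMAL1. The circadian nuclear receptor gene NR1D2 (chromosome 3, 23986777 to 24022108, plus strand) had the lowest log2 fold change of the named genes on the RPKM + 1 scale, from 8.97 ± 0.799 to 3.19 ± 0.091 RPKM (0.356 of control, log2 fold change −1.25 ± 0.08, adjusted p = 3.6e-06), and its paralogue NR1D1 fell from 4.93 ± 0.558 to 3.39 ± 0.35 RPKM (−0.43 ± 0.10, adjusted p = 0.008). BHLHE41 fell from 1.65 ± 0.0492 to 0.985 ± 0.0861 RPKM (−0.42 ± 0.08, adjusted p = 0.0035). In the other direction, CRY1 rose 1.93-fold to 12.9 ± 0.89 RPKM (0.86 ± 0.07, adjusted p = 6.9e-05), CRY2 1.83-fold to 3.27 ± 0.571 RPKM (0.61 ± 0.10, adjusted p = 0.002) and PER2 1.75-fold to 1.15 ± 0.117 RPKM (0.38 ± 0.09, adjusted p = 0.011). PER1 was at 2.40 ± 0.139 RPKM (0.23 ± 0.11, adjusted p = 0.13) and passed with cyclic loess (adjusted p = 0.043), and TEF was at 0.949 ± 0.147 RPKM (−0.04 ± 0.09, adjusted p = 0.81).

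As lists, the clock genes went both ways in siBMAL1. Of 10 clock repressors 3 rose and 3 fell (3 and 5 with p adjusted over the list alone; median −0.10, adjusted p = 0.73), and of 7 qPCR clock targets, which are not independent evidence, 3 rose and 2 fell in both countings, with a median of 0.23 (adjusted p = 0.6). Of 5 clock activators 1 fell, ARNTL itself (the same with p adjusted over the list alone; median −0.12, adjusted p = 0.28), of 8 clock output genes 3 fell, in both countings (median −0.05, adjusted p = 0.3), and of 23 clock kinases and ubiquitin ligases 6 fell and 1 rose (7 and 1 with p adjusted over the list alone; median −0.06, adjusted p = 0.13).

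Some growth and replication genes rose in siBMAL1. Of 55 MYC-activated nucleolar and growth genes 16 rose and 1 fell (18 and 1 with p adjusted over the list alone; median 0.15, adjusted p = 0.0025, adjusted p = 0.89 with an estimated correlation), among them the nucleoside transporter SLC29A2 (1.59-fold) and the ribosome synthesis genes NOC4L (1.34-fold), TCOF1 (1.27-fold) and MRTO4 (1.29-fold). Of 39 DNA replication genes 12 rose and none fell (14 with p adjusted over the list alone; median 0.14, adjusted p = 0.0088, adjusted p = 0.89 with an estimated correlation), among them the origin licensing factor CDT1 (1.54-fold, 0.58 ± 0.07, adjusted p = 0.00068), GINS3 (1.35-fold) and CDC45 (1.27-fold) of the replicative helicase. Without CTRL replicate 2 the replication list no longer passed (adjusted p = 0.087). Among the qPCR MYC targets, which are not independent evidence, MCM2 rose 1.23-fold (adjusted p = 0.013) and CDK4 1.2-fold (adjusted p = 0.046), in both countings, while CDC25C, RFC4 and NCL did not pass (median 0.03, adjusted p = 0.7). MCM2 fell short without CTRL replicate 3 (0.054), and CDK4 without CTRL replicate 2 (0.14) or 3 (0.13), without siMAX replicate 3 (0.067) and without each of the siBMAL1 replicates, 1 (0.14), 2 (0.053) and 3 (0.12).

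Replication-dependent histones, whose transcripts lack a poly(A) tail, were higher as a list in siBMAL1, although 1 of 13 members, HIST1H2BK, passed by itself in both countings (median 1.12, adjusted p = 0.0033, adjusted p = 0.89 with an estimated correlation). The mean log2 level of these genes was 3.74 in siBMAL1 replicate 2 and between 1.13 and 1.62 in the other 8 libraries, and without that library the median was 0.36 (adjusted p = 0.02). Without that library 1981 genes were called in siBMAL1.

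Ranked on the RPKM + 1 scale, the largest rises selected by the naming rule in siBMAL1 were those of the keratin KRT80 (2.19-fold, from 4.54 ± 0.457 to 9.94 ± 0.381 RPKM), the mitochondrial dicarboxylate carrier SLC25A10 (2.17-fold), the sialyltransferase ST6GALNAC5 (2.73-fold), DISP2 (2.03-fold), C15orf61 (2.37-fold), ANKRD1 (1.93-fold), ADAT3 (2.02-fold), a subunit of a tRNA deaminase whose exons are shared with SCAMP4, and CRY1. On the same scale the largest falls selected after NR1D2 were those of the cytochrome gene CYP1B1 (0.477 of control), CD22 (0.434 of control), the collagenase MMP1 (from 1.76 ± 0.235 to 0.526 ± 0.189 RPKM, a larger fall than that of NR1D2 by ratio), the actin-severing protein SCIN (0.511 of control), CA9 (from 3.12 ± 0.552 to 1.35 ± 0.419 RPKM), the stress protein NUPR1 (0.460 of control) and TNS4 (0.516 of control). Adjusted p for these 16 genes ranged from 3.6e-06 to 0.013, and ADAT3 fell short without CTRL replicate 3 (adjusted p = 0.058).

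Over all genes, 2946 were called in siBMAL1, 1562 higher and 1384 lower, and 92 at an adjusted p under 0.001. The groups did not overlap for 38.9% of genes, where chance gives 10%. The count was 1421 without CTRL replicate 3 and 1689 without siBMAL1 replicate 3, and the share of higher genes, 53%, was 40.6% without siBMAL1 replicate 1 and 63.4% without siBMAL1 replicate 3, and 68.6% with an absolute log2 fold change over 0.5.

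**Figure D3:**
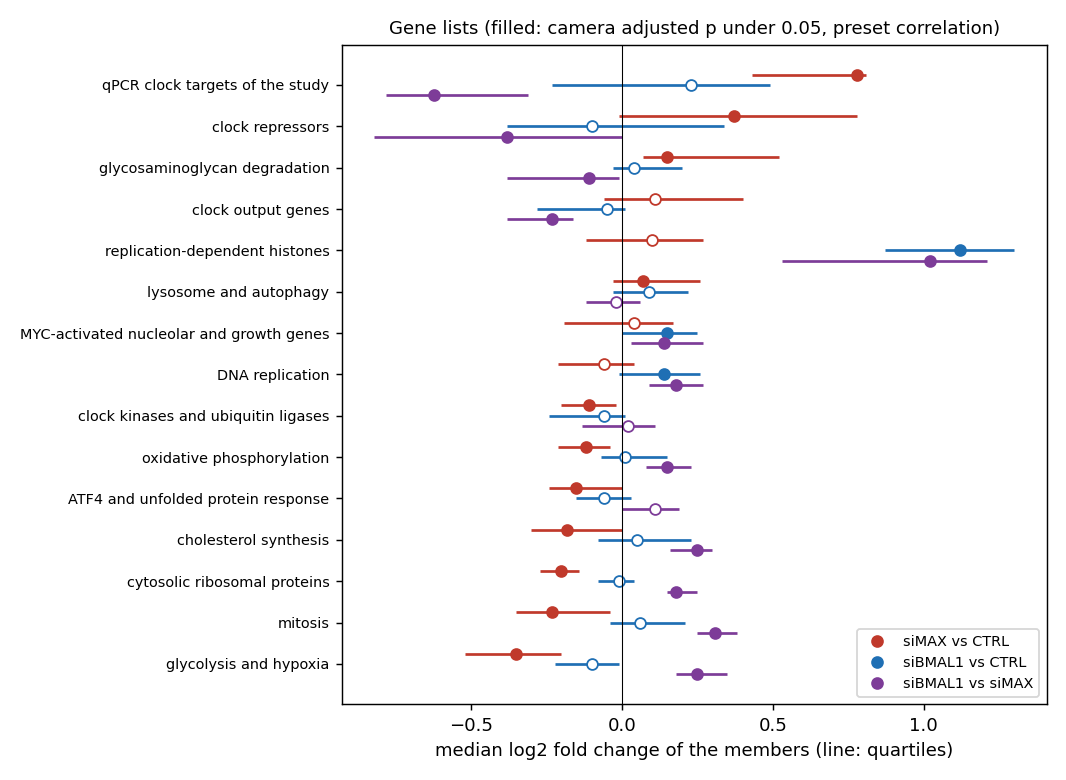
Median log2 fold change (x axis, RPKM + 1) of the members of each list called in at least 1 comparison (y axis), with lines for quartiles and filled points where camera passed at a preset correlation. No call held with an estimated correlation, and the medians of ribosomal and oxidative phosphorylation genes in siMAX went from −0.20 and −0.12 to 0.06 and −0.01 with depth as a term.

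Setting siBMAL1 directly against siMAX tests whether the effects of the knockdowns differ, without the shared controls. Several clock genes differed. NR1D2 was lower in siBMAL1 by a log2 fold change of −1.2 ± 0.08 (3.19 ± 0.091 against 8.64 ± 0.39 RPKM, adjusted p = 1.5e-06), BHLHE41 was at 0.367 of its siMAX level (adjusted p = 2.2e-05), PER1 at 0.466 (adjusted p = 0.00017), NR1D1 at 0.548 (adjusted p = 0.00034), TEF at 0.476 (adjusted p = 0.00045) and PER2 at 0.625 (adjusted p = 0.0088). CRY1 (0.08 ± 0.07, adjusted p = 0.5) and CRY2 (−0.23 ± 0.10, adjusted p = 0.15) did not pass. Of 10 clock repressors 6 were lower and none higher (6 and 1 with p adjusted over the list alone; median −0.38, adjusted p = 0.0008, adjusted p = 0.4 with an estimated correlation). NR1D2, BHLHE41, PER1, NR1D1 and PER2 were among the lower members, and the study had measured or named them too. Of 8 clock output genes 4 were lower, in both countings (median −0.23, adjusted p = 0.0011, adjusted p = 0.4 with an estimated correlation), with PPARA, a nuclear receptor of lipid metabolism, at 0.673 and KLF10 at 0.810 of their siMAX levels. Of 7 qPCR clock targets 5 were lower (6 with p adjusted over the list alone; median −0.62, adjusted p = 3.4e-05, adjusted p = 0.4 with an estimated correlation), which is not independent evidence.

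Some cell cycle and metabolic genes were higher in siBMAL1 than in siMAX. Of 34 mitosis genes 22 were higher and none lower (28 with p adjusted over the list alone; median 0.31, adjusted p = 2.4e-13, adjusted p = 0.5 with an estimated correlation), with AURKA at 21.7 ± 0.677 against 13.1 ± 0.439 RPKM (adjusted p = 2.9e-05) and KIF2C 1.37-fold higher. Of 39 DNA replication genes 9 were higher and none lower (15 with p adjusted over the list alone; median 0.18, adjusted p = 4.2e-08, adjusted p = 0.5 with an estimated correlation), with UHRF1 1.52-fold higher. Of 37 genes of glycolysis and hypoxia 12 were higher and 1 lower (20 and 1 with p adjusted over the list alone; median 0.25, adjusted p = 4.7e-09, adjusted p = 0.4 with an estimated correlation), with ALDOC at 39.4 ± 2.0 against 21.6 ± 1.1 RPKM and the enolase ENO2 1.5-fold higher. Of 24 cholesterol synthesis genes 7 were higher and none lower (13 with p adjusted over the list alone; median 0.25, adjusted p = 9.6e-07, adjusted p = 0.61 with an estimated correlation), and of 55 MYC-activated genes 13 were higher and 3 lower (17 and 3 with p adjusted over the list alone; median 0.14, adjusted p = 6.8e-05, adjusted p = 0.73 with an estimated correlation). Of 17 genes of glycosaminoglycan degradation, a pathway that is not independent evidence, 7 were lower and 1 higher in both countings (median −0.11, adjusted p = 0.023, adjusted p = 0.67 with an estimated correlation), with IDUA at 0.396 of its siMAX level. Histones were higher as a list although no single member of 13 passed in either counting (median 1.02, adjusted p = 0.00091, adjusted p = 0.73 with an estimated correlation), and the median was 0.21 (adjusted p = 0.031) without siBMAL1 replicate 2.

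In the same comparison 4 of 43 oxidative phosphorylation genes (3 with p adjusted over the list alone) and none of 53 ribosomal protein genes in either counting were higher. The medians were 0.15 (adjusted p = 0.00016, adjusted p = 0.73 with an estimated correlation) and 0.18 (adjusted p = 6.6e-05, adjusted p = 0.76 with an estimated correlation). With depth as a term these medians were 0.06 (adjusted p = 0.05) and 0.04 (adjusted p = 0.34), and the ribosomal list fell short without siBMAL1 replicate 3 (adjusted p = 0.065).

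On the RPKM + 1 scale the genes of the naming rule that differed most between the knockdowns were RAB3B (5.85 ± 0.757 RPKM in siBMAL1 against 0.931 ± 0.132 in siMAX, adjusted p = 3.3e-07), the keratin-associated gene KRTAP2-3 (2.95-fold higher), the metalloprotease ADAMTS6 (3.76-fold higher), MAX itself and PEAR1 (3.54-fold higher). Lower in siBMAL1 were ASS1 (1.72 ± 0.355 against 7.97 ± 0.706 RPKM, adjusted p = 7.5e-07), the prostaglandin E synthase PTGES (0.224 of its siMAX level), the receptor VIPR1 (0.303), the integrin ITGB4 (0.340) and GPRC5C (0.287). In all 2035 genes differed, 720 higher and 1315 lower in siBMAL1, with 35.3% of genes showing no overlap between groups where chance gives 10%. The share of higher genes was 35.4%, and ranged from 22.1% without siBMAL1 replicate 1 to 43.2% with voom over the alternatives. Without siBMAL1 replicate 2 the count was 1003, without siBMAL1 replicate 3 it was 1318, and without siMAX replicate 2 or 3 it was 1205 or 1217.

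Whether MAX and BMAL1 have targets in common was examined with the genes called in both knockdowns. There were 1535 such genes, 897 higher in both, 561 lower in both and 77 in opposite directions, so that 95% moved the same way. Noise of the shared CTRL libraries raises this share, and the share expected without common effects was not computed. Among genes higher in both, those with the largest smaller change on the RPKM + 1 scale were C15orf61 (2.45-fold in siMAX and 2.37-fold in siBMAL1), C1orf159 (2.06- and 2.10-fold), NINJ1 (2.40- and 1.89-fold), which acts in plasma membrane rupture, the stress gene OSGIN1 (2.28- and 2.18-fold) and CRY1 (1.82- and 1.93-fold). Among genes lower in both were CA9 (0.0604 and 0.432 of control), TNS4 (0.381 and 0.516), the cyclooxygenase PTGS2 (0.438 and 0.515), the nucleosome-binding gene HMGN5 (0.609 and 0.569) and the immediate early gene EGR1 (0.620 and 0.611). The opposite genes included ITGB4 (1.64-fold higher in siMAX and at 0.558 of control in siBMAL1), SUSD2 (1.98-fold and 0.537), PTGES (2.44-fold and 0.547), KRTAP2-3 (0.583 and 1.72-fold) and ADAMTS6 (0.470 and 1.77-fold), and BHLHE41 belonged to them as well. KRTAP2-3 and ADAMTS6 lost their siMAX call with depth as a term (adjusted p = 0.092 and 0.074) and their siBMAL1 call without siBMAL1 replicate 3 (0.06 and 0.063). KRTAP2-3 was also lost without CTRL replicate 1 (0.054) and siMAX replicate 2 (0.052) in siMAX and without CTRL replicate 3 (0.066) in siBMAL1. ADAMTS6 was also lost in siBMAL1 with voom (adjusted p = 0.052).

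**Figure D4:**
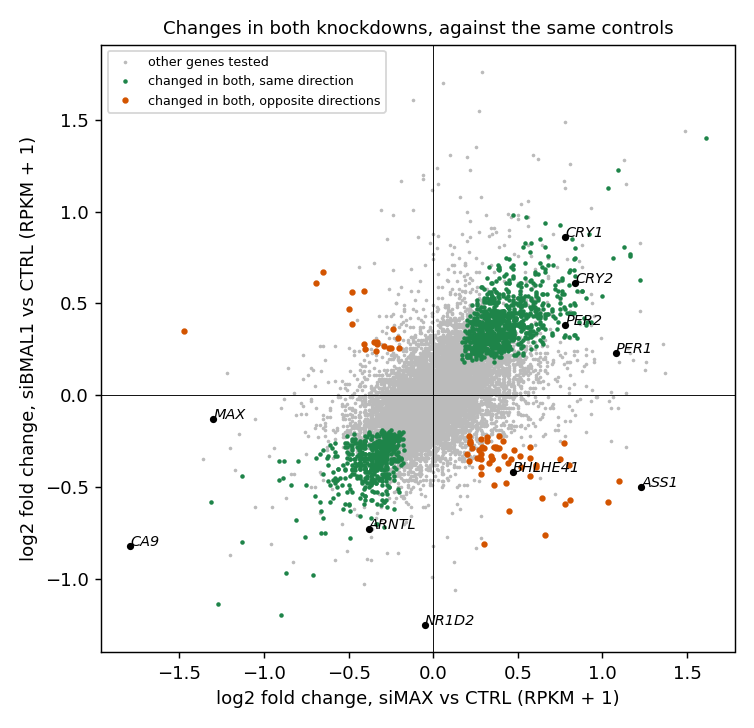
Log2 fold change in siBMAL1 (y axis) against that in siMAX (x axis), both on the RPKM + 1 scale and against the same 3 CTRL libraries, with a point for each of 13597 genes. Of the 1535 genes called in both, 1458 lie in the same direction (green) and 77 in opposite directions (orange).

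The number of common genes exceeded the 258 higher and 158 lower genes that independent lists would share. Since both comparisons use the same CTRL libraries, fold changes correlate even between unchanged groups. Across genes, which are not independent replicates, Pearson's r of the log2 fold changes was 0.56, against a mean of 0.50 and a highest value of 0.55 in 20 simulations of unchanged groups, so that r alone says little. The covariance was 0.0345 against 0.00695 in the simulations, and the count of common genes was not compared with simulations of changed groups. The simulated groups did not differ in depth, so the part of depth in the observed covariance is not known. Their noise was drawn independently for each gene, without shifts that many genes of a library share. The part of such shifts in the observed covariance is not known either. Within the 1562 genes higher in siBMAL1 r was 0.40 (Spearman's rho 0.41), and within the 1384 lower genes it was 0.20 (rho 0.20). The count of common genes was 799 with depth as a term, 2385 with cyclic loess, 667 without CTRL replicate 3, 1007 and 945 without siMAX replicate 2 and 3, and 949 without siBMAL1 replicate 3. The share in the same direction was computed with the shared controls in every case, since 3 CTRL libraries cannot be divided into separate sets with replicates in each.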

Values the study reported

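The study reported 4863 differentially expressed genes after silencing of BMAL1 and 4247 after silencing of MAX. Of these, 2391 were reported as common to both knockdowns and 2241 as altered in the same direction. Among the common genes, 662 were given as having a LogFC above 0.5. In a caption this set is described by an absolute logFC in either knockdown. An adjusted p below 0.001 is stated as the cut-off for these genes in the methods on RNA-seq, and one below 0.05 in the methods on statistics. The legend of the supplementary list of genes affected by the knockdowns also gives an adjusted p below 0.05.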

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

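Cyclic loess, median-ratio scaling, log2 depth as a term and voom on the recovered reads were chosen after the data had been seen, and the other alternatives before. The alternatives of a DESeq2 Wald test and of another scaling of counts (RLE) need a table of counts and were not run on RPKM values. For the common genes each threshold was applied to both knockdowns. Limma was used without each library as well, and no group was left with fewer than 2 libraries. Where a result changed, the cause was not tested, except that the strict threshold and the fold minimum lower counts by construction and that fits without a library have fewer samples.

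The genes called in siMAX numbered 3799, 1643 with log2 depth as a term, 471 at an adjusted p under 0.001 and 648 with an absolute log2 fold change over 0.5, and ranged from 2246 (without siMAX replicate 2) to 3855 (without siBMAL1 replicate 1) without each library. The genes called in siBMAL1 numbered 2946, 92 under 0.001 and 344 over 0.5, and ranged from 1421 (without CTRL replicate 3) to 2917 (without siMAX replicate 1). For siBMAL1 against siMAX the values were 2035, 304 and 440, with a range from 1003 (without siBMAL1 replicate 2) to 2491 (without CTRL replicate 1). The common genes numbered 1535, 2385 with cyclic loess, 799 with depth as a term, 30 under 0.001 and 124 over 0.5, with a range from 667 (without CTRL replicate 3) to 1516 (without CTRL replicate 2). The fit with the replicate number as a term called 4157, 3317 and 2271 genes in the 3 comparisons, within 1.5 times the reported counts. No alternative moved the median log2 fold change of all genes by 0.1 or more.

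The lists called numbered 11 in siMAX, 3 in siBMAL1 and 12 between them. With an estimated correlation 0 were called in each comparison, with a lowest adjusted p of 0.63, 0.89 and 0.4. Fry, which does not compare a list with other genes, called 7 lists in siMAX and 1 in siBMAL1 by direction, and 25, 24 and 25 lists in either direction. By direction in siMAX it kept the calls of clock repressors, qPCR clock targets, glycosaminoglycan degradation, and glycolysis and hypoxia, but not the others. It added clock activators (fry adjusted p = 0.013), clock output genes (0.028) and basal epithelium (0.028). In siBMAL1 it lost MYC-activated genes (0.24), DNA replication (0.24) and histones (0.27). Its 1 list there was clock activators (0.0014), which include the silenced ARNTL. A term for depth raised the count in siBMAL1 to 6 lists, from 3. Without each library the counts ranged from 7 (without CTRL replicate 1) to 11 in siMAX, from 2 (without CTRL replicate 2) to 8 (without CTRL replicate 1) in siBMAL1, and from 12 to 13 between the knockdowns. The lists of oxidative phosphorylation (adjusted p = 0.91) and of cytosolic ribosomal proteins (adjusted p = 0.21) in siMAX changed direction in camera with depth as a term.

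MAX in siMAX and ARNTL in siBMAL1 kept their direction and call under every alternative, with log2 fold changes from −1.35 to −1.26 and from −0.80 to −0.69 without each library, and r between the knockdowns ranged from 0.50 to 0.64. For named genes 179 results were each recomputed under every alternative, and over all these recomputed values 141 lost and 16 gained a call, none changed direction while called, and 2886 did neither. At this depth and with 3 libraries per group, simulated genes changed 1.2 times were called in 8% (siMAX) and 2% (siBMAL1) of cases, and depth was not varied.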

Other observations

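Several other lists fixed beforehand did not pass in either knockdown. Of 61 focal adhesion genes, a pathway named by the study from these libraries and so not independent evidence, 15 rose and 8 fell in siMAX (18 and 8 with p adjusted over the list alone; median 0.04, adjusted p = 0.47), and 5 rose and 11 fell in siBMAL1 (5 and 13 with p adjusted over the list alone; median −0.01, adjusted p = 0.58). A term for depth made this list pass in siMAX (adjusted p = 0.014), and between the knockdowns it passed as lower in siBMAL1 with cyclic loess (0.00082), depth as a term (0.0098) and without siBMAL1 replicate 3 (0.01). Of 24 mesenchymal and invasion genes 5 rose and 2 fell in siMAX (median 0.07, adjusted p = 0.6), and 3 rose and 6 fell in siBMAL1 (median −0.03, adjusted p = 0.63). Between the knockdowns the mesenchymal list passed as lower in siBMAL1 with cyclic loess (adjusted p = 0.025) and without siBMAL1 replicate 3 (0.049). Of 20 p53 targets, in a line with mutant p53, 4 rose and 1 fell in siMAX (median 0.02, adjusted p = 0.97, with a camera direction upward) and 3 rose and 2 fell in siBMAL1 (median 0.02, adjusted p = 0.84). Among 18 inflammatory cytokine genes 1 rose and 5 fell in each knockdown (medians −0.10 and −0.02, adjusted p = 0.085 and 0.3), and in siMAX the list passed with depth as a term (adjusted p = 0.022) and without CTRL replicate 1 (0.036). Of 7 germline genes that the MAX partner MGA represses 1 rose and 1 fell in siMAX (median −0.04, adjusted p = 0.64) and none passed in siBMAL1 (median 0.04, adjusted p = 0.75).

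In siBMAL1 7 of 34 mitosis genes rose and none fell (median 0.06, adjusted p = 0.14), and the list passed with depth as a term (adjusted p = 0.02) and without CTRL replicate 1 (0.01). Of 37 genes of glycolysis and hypoxia 5 fell and none rose in siBMAL1 (median −0.10, adjusted p = 0.086), with a pass under cyclic loess (adjusted p = 0.015), without CTRL replicate 3 (0.014) and without siBMAL1 replicate 3 (0.0053). Cholesterol synthesis (median 0.05, adjusted p = 0.37), ATF4 and unfolded protein response (−0.06, adjusted p = 0.37), lysosome and autophagy (0.09, adjusted p = 0.11), glycosaminoglycan degradation (0.04, adjusted p = 0.37), oxidative phosphorylation (0.01, adjusted p = 0.73), ribosomal proteins (−0.01, adjusted p = 0.75) and the MAX network (0.00, adjusted p = 0.77) did not pass in siBMAL1. Without CTRL replicate 1 the lists of cholesterol synthesis (adjusted p = 0.037), lysosome and autophagy (0.018), oxidative phosphorylation (0.018) and ribosomal proteins (0.011) passed there, and lysosome and autophagy (0.02) and ribosomal proteins (0.016) did so with depth as a term, and lysosome and autophagy without the filter (0.035). Replication-dependent histones did not pass in siMAX (median 0.10, adjusted p = 0.8), nor did DNA replication, with 3 of 39 genes higher and 6 lower (median −0.06, adjusted p = 0.14).

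Lists for a response to transfected RNA, for handling and for other cells did not pass in siMAX or siBMAL1 by direction in camera. CTRL was transfected as well, so a response common to all groups could not show here. In either direction, fry passed interferon-stimulated genes (adjusted p = 3e-06), immediate early genes (3e-06) and microRNA machinery (8.3e-06) in siMAX. It passed 25 of 31 lists there, so this is not particular to them. Of 23 interferon-stimulated genes 2 rose and 5 fell in siMAX and 2 rose and 4 fell in siBMAL1 (medians −0.07 and −0.11, adjusted p = 0.29 and 0.28). Of 18 immediate early genes 7 rose and 3 fell in siMAX (median −0.03, mean 0.05, camera direction downward, adjusted p = 0.99) and 5 rose and 1 fell in siBMAL1 (median 0.10, adjusted p = 0.28). Among 13 genes of the microRNA machinery the medians were 0.02 and −0.02 (adjusted p = 0.64 and 0.77). The markers of basal epithelium (5 genes, medians −0.08 and −0.07), luminal epithelium (10 genes, −0.03 and −0.03), melanocytes (5 genes, 0.03 and 0.10), leukocytes (3 genes, −0.08 and 0.03) and fibroblasts (4 genes, −0.05 and −0.18) had adjusted p between 0.37 and 0.99, although basal epithelium passed as lower in siMAX with fry (adjusted p = 0.028).

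The log2 fold changes that accompany the deposited RPKM values correlated across genes with those computed here (r = 0.95 in siMAX and 0.92 in siBMAL1). The deposited adjusted p passed 0.05 for 3897 genes in siMAX, of which 3321 were also called here, and for 3026 genes in siBMAL1, of which 2550 were also called here, all in the same direction. Under 0.001 it passed for 1466 genes in siMAX and 858 in siBMAL1. Under 0.05, 1621 genes were common to both, with 94.9% in the same direction. BHLHE41 had log2 fold changes of 0.58 in siMAX and −0.55 in siBMAL1 in those columns.

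The deposited adjusted p gave fewer genes than the study quoted at both stated cut-offs. In siMAX these were 3897 under 0.05 and 1466 under 0.001, and in siBMAL1 3026 and 858. The order also differed, as the study reported more genes after silencing of BMAL1 than of MAX. Under 0.001 the deposited siBMAL1 count, 858, is itself below the quoted number of common genes, which argues against that cut-off on these values. Under 0.05 the deposited counts also fall short of the quoted ones, so the cut-off behind them stays uncertain. Counts from the fit made here follow at both stated values. At an adjusted p under 0.05 the counts here were 3799 in siMAX, 2946 in siBMAL1, 1535 in common and 1458 in common in the same direction. These are lower than the values quoted from the study above. Whether the siMAX count lay below the study's value depended on the scaling, as median-ratio scaling gave 4286 genes, voom 4682 and cyclic loess 4938. These are higher than the value quoted from the study above. Cyclic loess gave 4121 genes in siBMAL1 and 2385 in common. These are lower than the values quoted from the study above, the latter by little. Median-ratio scaling and voom gave 3521 and 3760 genes in siBMAL1, so siMAX had more called genes under each of these scalings. With depth as a term the order was that of the study, with 1643 genes in siMAX and 2950 in siBMAL1. At an adjusted p under 0.001 the counts were 92 in siBMAL1, 471 in siMAX and 30 in common. These are lower than the values quoted from the study above as well. The number of common genes with an absolute log2 fold change over 0.5 was 441 for either knockdown and 124 for both. The former, which follows the caption, is lower than the value quoted from the study above.

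Technical explanations were weighed for 3 patterns. All tests of words in 3' UTRs and of ribosomal protein genes, and the test of hypoxia genes by abundance, were chosen only after the result had been seen, whereas both tests of hypoxia genes by sites were set before. Among 15832 words of 7 bases, the genes with AAGATAT in their 3' UTR had the lowest z of log2 fold changes in siMAX (1689 genes, mean −0.042 after adjustment, z = −8.24, and −4.16 in siBMAL1). Those with GTGGAGT had the lowest z in siBMAL1 (1292 genes, mean −0.026, z = −5.27, and 0.16 in siMAX). Words rich in G and C lay at the upper end. GGGACCC, at z = 7.56 in siMAX, was less extreme than AAGATAT, and GCTCCAG, at 6.12 in siBMAL1, was more extreme than GTGGAGT. The SD of z over words was 1.68 and 1.67. For GTGGAGT, content of G and T is argued against by the other orders of its letters, with a median z of 0.75 (95% interval from 0.35 to 0.95), whereas those of AAGATAT had a median of −2.35 (from −2.49 to −2.11), so that content of A and T stays open as a part of its shift. Both intervals come from resampling words, which share genes, and do not measure the spread between libraries. Genes with 2 or more sites of AAGATAT lay below genes with 1 site (difference −0.023, SE 0.012), by less than 2 SE. Pairing with the seed of the siRNA against MAX therefore stays open. AAGATAT lies in coding exon 4 of 5 of MAX (chromosome 14, 65544672 to 65544678 of GRCh37) but also in coding exon 11 of ARNTL. The word AGATATA, shifted by 1 base and absent from the MAX transcript, was almost as low in siMAX (z = −7.72). As it shares the bases AGATAT with AAGATAT, its absence from MAX does not decide for or against seed pairing. For GTGGAGT, which lies in the 3' UTR of ARNTL, genes with 2 or more sites differed from genes with 1 site by 0.01 (SE 0.015), which is within its error and leaves seed pairing undecided. The siRNA sequences were not compared with these words, and an effect of the loss of MAX or BMAL1 on such genes was not tested.

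The lower level of ribosomal protein genes in siMAX (median −0.20 over 53 genes) may reflect depth. Within groups all 53 genes fell with depth, with a median slope of −0.92, and this slope times the difference in log2 depth between siMAX and CTRL (0.29) gives −0.27, or 135.2% of the shift. The median was 0.06 once depth was a term. This argues against a fall of these transcripts as the main source, provided that the slope within groups also holds between them. Relative depth did not overlap between siMAX (1.383 to 1.576) and CTRL (1.0 to 1.338), so depth and siMAX cannot be fully told apart here. Why RPKM falls with depth in abundant genes was not tested, and removal of duplicate reads is 1 process that could do so.

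The fall of hypoxia and glycolysis genes in siMAX (median −0.35 over 37 genes) was not accounted for by depth or by AAGATAT sites in the members. The 12 members under 10 RPKM, where levels do not fall with depth, had a median of −0.33, which argues against depth as the whole source, although its 95% interval from −0.51 to −0.05 excludes 0 and still reaches above the bound of −0.2 that had been set. The 32 members without AAGATAT in their 3' UTR had a median of −0.36 (95% interval from −0.43 to −0.24). This argues against AAGATAT sites in the 3' UTRs of the genes themselves as the source. Seed pairing at other words cannot be judged from it, since AAGATAT was picked from these data and other words were not searched in the members. Both 95% intervals above come from resampling member genes, which are not independent, and do not measure the spread between libraries. HIF1A, which encodes the hypoxia factor, carries 2 sites of AAGATAT and had a log2 fold change of −0.15 (SE 0.10, adjusted p = 0.26), so that an effect of the siRNA through HIF1A stays open. The loss of MAX and differences in oxygen or cell density between cultures stay open as well, untested.

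Other splits of the same libraries were tested for each count. For the 3 pairs of groups, 3 libraries against 3 make 10 splits, too few for a share under 0.05. The real split called 3799 genes in siMAX, 2946 in siBMAL1 and 2035 between them, and the highest other split called 1, 2 and 3 genes, so that 1 of 10 splits gave as many in each comparison. For lists the real split called 11, 3 and 12, and the highest other split called 10, 11 and 9. As many lists as in the real split were called in 1 of 10 splits for siMAX, in 8 of 10 for siBMAL1 and in 1 of 10 between the knockdowns. Of 100 drawn splits of the 9 libraries into 3 groups, 1, the real one, gave as many as 1535 common genes, and the highest other gave 622. This argues against such a count from groups that do not differ at all. It cannot tell common targets from an overlap of unrelated changes, because mixing groups that differ raises the spread within groups. Overlap that stems from the shared CTRL libraries is not tested by these splits either.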
